A study of Mus musculus with 4 samples. Its data were reported in "Activation of NF-κB and p300/CBP potentiates cancer chemoimmunotherapy through induction of MHC-I antigen presentation" (2021).

How the data were processed

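Tumor-infiltrating cells were sorted for CD3 and CD8 from subcutaneous Myc-CaP tumors of FVB mice and profiled with the Chromium 3' single-cell kit, version 3, as 4 libraries, 1 for each of the groups Ctrl, aPD-L1, Oxali and Combo. Per the labels, the authors aligned and counted reads with Cell Ranger 3.1.0 on mm10 (GRCm38), and the deposited matrices hold raw UMI counts per gene and barcode for 31053 genes. Barcodes had already been selected as cells, and neither a further filter, the annotation release nor the number of mice pooled in a library is stated. All values were whole numbers, and nothing had been normalized. Gene positions were taken from the GENCODE M21 annotation of GRCm38, in which 353 of 353 printed gene IDs matched.

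Cells with at least 500 genes and at most 10% mitochondrial UMIs were kept. UMI counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen, and 30 principal components and 15 neighbors were used for Leiden clustering at resolution 1 in scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, igraph 0.11.9, matplotlib 3.10.9). Clusters were named with 14 marker lists for T, CD4 T, gamma-delta T, NK, B, plasma, macrophage and monocyte, dendritic, neutrophil, mast and basophil, epithelial tumor, fibroblast, endothelial and erythroid cells. A cluster took the non-T class whose markers had the highest mean log2 fold over the other cells, where that mean was over 1 and at least 3 markers were seen in 10% of its cells. Otherwise it was T-like where at least 3 T markers were seen in 50% of its cells. A cluster whose 10 leading genes held more markers of another class than of its own stayed unnamed. Scrublet was run per library with an expected doublet rate of 5%, and the cells it marked were left out only as an alternative.

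UMIs of T-like cells were summed per library and expressed as CPM, and a ratio of CPM carries a 95% exact binomial interval conditioned on both counts. Counts under 3 UMIs were set to 3 for ratios of genes. For lists, 1 UMI was added to each sum, and the median log2 ratio of the list's members was placed among 10000 random lists of the same size, drawn from 20 bins of mean expression over the 10333 genes with at least 20 UMIs in the 4 libraries. A median at or above percentile 99, or at or below percentile 1, was called, as a description of these libraries, and a member was called higher or lower when its ratio reached 1.5-fold and its interval excluded 1. No p-values were computed, because cells of 1 library are not replicates. The 5 comparisons were each treatment with Ctrl and Combo with each single treatment, and the departure of Combo from the sum of the single treatments was taken on the log2 scale.

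The 17 gene lists were effector, naive and memory, exhaustion and checkpoint, proliferation and interferon response as lists of first rank, then MHC-I antigen processing, NF-kB and p300/CBP, p53 and DNA damage, immediate early and dissociation stress, tissue residency, trafficking and chemokine receptors, glycolysis, oxidative phosphorylation, nucleolus and ribosome biogenesis, ribosomal proteins, T-cell receptor signaling, and the genes the study named. Named genes were, for each comparison, the 10 highest and 10 lowest ratios among genes with at least 100 UMIs in 1 library, without receptor and immunoglobulin segments, mitochondrial, ribosomal and hemoglobin genes, unnamed gene models and markers of other cell types. Gzma, Gzmb, Prf1 and Tbx21 were added, with up to 4 members of each list that had the largest ratio and at least 50 UMIs. These lists, rules and comparisons, and the alternatives other than those named as added later, were chosen before the data were examined.

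Shares of cells with a UMI were computed after each cell was thinned to 1500 UMIs, with cells of lower depth left out, and have exact Clopper-Pearson 95% intervals. Limits of the stress list median in barcodes with fewer than 3 T marker UMIs came from 2000 draws of cells with replacement within each library. Depth set the precision. The T-like cells of Ctrl held 2755616 UMIs in 731 cells, those of aPD-L1 3872632 in 1097, those of Oxali 3417760 in 929 and those of Combo 3474418 in 818. The steps were tested on simulated data for Combo vs Ctrl. Of 100 genes changed 2-fold and 100 changed 4-fold, 100 and 100 were called, and 4 of 5499 unchanged genes were, in a step on 11761 genes. Of lists shifted 1.3-fold, 39 of 50 were called, and 2 of 200 unchanged lists were, in a step on 11736 genes. The gene step simulated counting error only, for abundant genes, and the list step gave each gene independent scatter between libraries. Neither held UMIs concentrated in single cells or list members that vary together, so these rates do not carry over to the data.

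Alternatives changed 1 choice at a time. They took all barcodes that passed the filter, no cell filter, at least 1000 genes with at most 5% mitochondrial UMIs, cells with a Cd8a or Cd8b1 UMI and no Cd4 UMI, cells without Scrublet doublets, T-like cells without the proliferation-led cluster, CPM without ribosomal protein and mitochondrial genes, median-of-ratios size factors, a mean of per-cell CPM, thinned cells, gene filters of 100 UMIs and 1 UMI, a mean in place of the median, 0.1 UMI added, 10 bins, and Leiden resolutions of 0.5 and 2. Barcodes under the filter, 560 of 5508, were left out, and cells outside the T-like clusters were left out of the comparisons and are described apart. Near-identical granzyme genes (Gzmc to Gzmf) and H2 genes, where FVB differs from the reference strain, were kept but are uncertain. Not every gene that the rule took is described. Receptor sequences were not available, so clones were not followed.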

Results

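Single-cell RNA-seq was performed on CD3+ CD8+ cells sorted from subcutaneous tumors of Myc-CaP, a mouse prostate cancer line driven by Myc, grown in male FVB mice. The mice were untreated (Ctrl), or received weekly for 3 to 4 weeks an antibody that blocks the checkpoint ligand PD-L1 at 10 mg/kg (aPD-L1), the platinum drug oxaliplatin at 6 mg/kg (Oxali), or both together (Combo). Each of the 4 groups was a single library with no replicates, so no difference below has a replicate check, and values describe these libraries. The Ctrl library held 1116 barcodes with 5443036 UMIs, the aPD-L1 library 1642 with 6340015, the Oxali library 1426 with 5980118 and the Combo library 1324 with 5796654. Of these barcodes, 1042, 1468, 1261 and 1177 in the same order passed the filter on genes and mitochondrial reads. Expression is given as CPM, the UMIs of a gene scaled to a common library total, over the summed T-like cells of a library, which held 2755616 UMIs in Ctrl, 3872632 in aPD-L1, 3417760 in Oxali and 3474418 in Combo. A floor of 3 UMIs stood at 1.09, 0.775, 0.878 and 0.863 CPM. Brackets give 95% exact intervals, which cover counting error only.

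T-like barcodes made up most of the sorted material, and most of the others carried transcripts of macrophages, dendritic cells or minor lymphocyte classes beside transcripts of T markers. The 67 barcodes of an unnamed cluster with Krt7 and Sparc held few transcripts of T markers. The 4948 kept cells formed 16 clusters, and 8 of these, with 3575 cells, were named T-like by Cd3e, Trac, Cd8a and related markers. Of these T-like barcodes, 26.5% [25.0, 28.0] also held at least 3 UMIs of macrophage markers. T-like cells were 70.2% [67.3, 72.9] of the Ctrl library, 74.7% [72.4, 76.9] of aPD-L1, 73.7% [71.1, 76.1] of Oxali and 69.5% [66.8, 72.1] of Combo. Macrophage and monocyte-like cells, led by C1qa, C1qb, Apoe and Cxcl2, were 18.8% [16.5, 21.3] of Ctrl but 10.1% [8.45, 12.0] of Combo, with 17.4% in aPD-L1 and 16.0% in Oxali. Of these macrophage-like barcodes, 94.2% [92.3, 95.7] also held at least 3 UMIs of T markers, and the CD3 and CD8 gate would remove lone macrophages. NK-like cells with Ncr1 and Klra7 made up 5.18% [3.99, 6.61] of the Combo library against 0.960% [0.461, 1.76] of Ctrl, and Cd3e was seen in 75.8% and Cd8a in 66.4% of them. CD4 T-like cells, led by Foxp3, Il2ra and Ctla4, were 3.23% [2.29, 4.40] of Combo and 0.768% [0.332, 1.51] of Ctrl, but Cd4 was seen in only 23.3% of them, Cd8a in 63.0% and Cd8b1 in 71.2%. Gamma-delta T-like cells with Il17a were 3.57% [2.58, 4.79] of Combo and 0.864% [0.396, 1.63] of Ctrl. The alpha chain gene Trac was seen in 73.4% of them, and Cd8a and Cd8b1 in 67.0% each, so part of them may be alpha-beta T cells. Dendritic-like cells, most of them in a cluster with Siglech of plasmacytoid cells, were 7.58% of Ctrl, 2.18% of aPD-L1, 3.57% of Oxali and 6.97% of Combo.

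**Figure D1:**
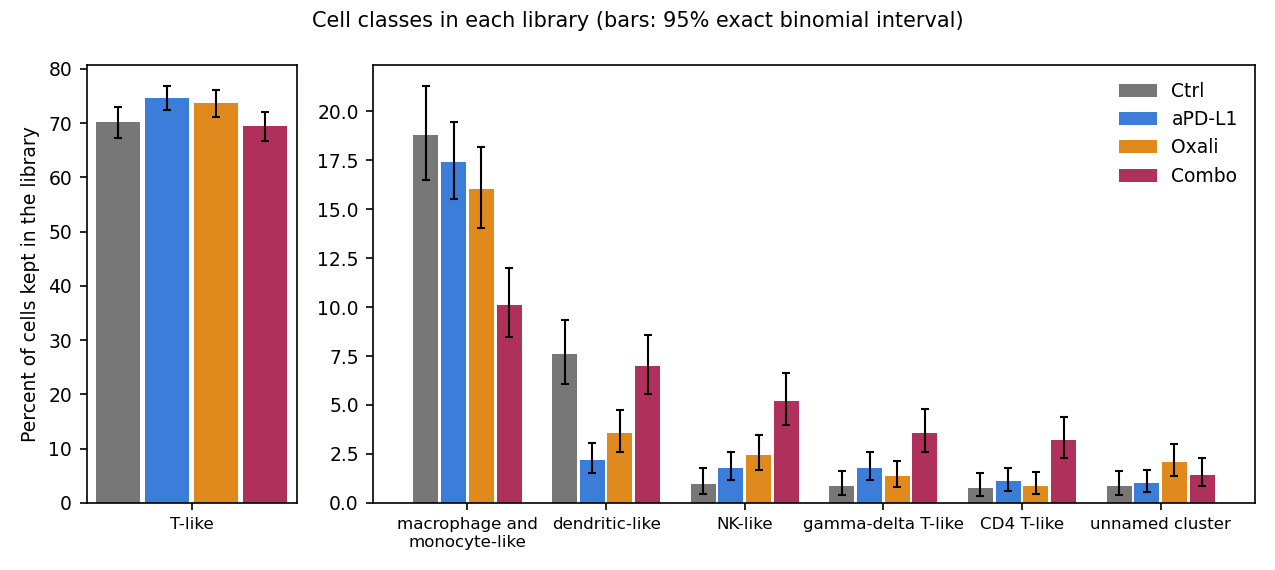
Share of each cell class in the 4 libraries, as percent of the cells kept in the library, with bars for the 95% exact binomial interval. T-like cells lie between 69.5% and 74.7%, macrophage and monocyte-like cells are lowest in Combo at 10.1%, and NK-like, gamma-delta T-like and CD4 T-like cells are highest there.

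The T-like clusters separated naive or memory, cytotoxic, interferon-responding, dividing and stressed cells, in unlike numbers per library. T-like cells numbered 731 in Ctrl, 1097 in aPD-L1, 929 in Oxali and 818 in Combo, so the counts below are not shares and do not compare directly. A naive and memory cluster with Ccr7, Lef1, Dapl1 and Il6ra, genes of quiescent or lymph-node-homing T cells, held 139 Ctrl, 280 aPD-L1, 307 Oxali and 79 Combo cells. A cytotoxic cluster with Gzmk, Gzma, Klrg1 and S1pr5 held 76, 252, 185 and 265 cells in the same order. A cluster led by the residency integrin Itgae together with Gbp10 and Ddx60 held 27, 125, 124 and 161 cells. Dividing cells with Mki67, Birc5 and Ube2c numbered 43, 59, 26 and 68. Cells with the chemokine genes Ccl1, Xcl1 and Ccl3 and the costimulatory receptor gene Tnfrsf9 numbered 20, 25, 25 and 49. An interferon-responding cluster with Cxcl10, Rsad2 and Isg15 held 45, 96, 75 and 85 cells, and a cluster with Gzmm, Id3 and Trdc held 33, 216, 158 and 83. A cluster led by the heat shock genes Hspa1a, Hspa1b and Dnajb1 and the immediate early genes Fos and Fosb came mostly from Ctrl, with 348 of its 449 cells, against 44 from aPD-L1, 29 from Oxali and 28 from Combo. It took 348 of the 731 T-like cells of Ctrl, which are then not counted in the other clusters. Low Ctrl counts there therefore do not show that a state was scarcer in Ctrl. By share of thinned cells with a UMI, given below, Gzmk was seen most often in Ctrl.

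Comparing aPD-L1 with Ctrl asks what T cells looked like under checkpoint blockade alone. Interferon-response genes were higher in the aPD-L1 library, led by the interferon-inducible GTPase Iigp1 at 2.65-fold [1.91, 3.74], with Ly6a at 1.56-fold and Usp18, which removes ISG15 from proteins, at 1.53-fold. Among single genes, Gzma, a granule protease, was at 1.57-fold [1.29, 1.93], Gzmm at 1.99-fold [1.43, 2.81], and the surface receptors Slamf7 at 1.85-fold [1.49, 2.31] and Klrc1 at 1.84-fold [1.52, 2.25], while Gzmk was 2.78-fold lower [1.98, 3.96] and Ifng 1.78-fold lower [1.62, 1.97]. In the effector list 1 of 22 members was higher and 2 lower, and the list stayed inside the random range. Immediate early and heat shock genes were far lower than in Ctrl. The transcription factor Atf3 was 11.4-fold lower [7.35, 18.4], Fosb 5.40-fold lower [4.35, 6.74] and the chaperone Hspa1a 5.10-fold lower [4.83, 5.39]. Without the stress-led cluster their ratios to Ctrl were 0.171, 0.363 and 0.327.

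Of the 28 measured members of the interferon response list, 3 were higher in aPD-L1 and none lower, and the list's median log2 ratio of 0.28 exceeded every one of 10000 matched random lists (percentile 100). In the immediate early and stress list, 17 of 21 members were lower and none higher, with a median of -1.48 (percentile 0). The p53 and DNA damage list stood at -0.24 (percentile 0.11), with 8 of 24 members lower, among them Cdkn1a at 3.82-fold and Gadd45b at 2.09-fold, and 1 higher, but it lay inside the random range in 5 other settings, at -0.09 with a gene filter of 100 UMIs. The tissue residency list stood at -0.26 (percentile 0.13), with Rgs2, Rgs1 and Xcl1 lower among 12 members. That value was 0.13 with the stress-led cluster left out. The other lists of first rank stayed inside the random range, with medians of 0.07 for effector, 0.10 for naive and memory, 0.15 for exhaustion and checkpoint and -0.06 for proliferation. In the checkpoint list 2 of 21 members were higher, Havcr2, which encodes TIM-3, at 1.66-fold and Pdcd1, which encodes PD-1, at 1.54-fold, and 5 were lower, the T-cell receptor target Nr4a1 at 4.16-fold, Rgs16 at 2.54-fold, Nr4a3 at 2.47-fold, Nr4a2 at 1.98-fold and Ctla4 at 1.52-fold. That list stood at -0.17 (percentile 1.08) with the stress-led cluster left out and at -0.18 (percentile 1.47) as a mean of log2 ratios. Without that cluster the proliferation list stood at -0.85 and the naive and memory list at 0.29, both past the call limit. That setting removed 348 of 731 T-like cells of Ctrl but 44 of 1097 of aPD-L1. It so raised the dividing share of Ctrl, and the -0.85 does not test the direction within cells.

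Among the genes the study named on these libraries, which are therefore not independent evidence, Gzmb was 1.48-fold higher [1.39, 1.58] and the pore-forming protein gene Prf1 1.36-fold higher [1.17, 1.59] in aPD-L1 than in Ctrl. Tbx21, the transcription factor T-bet, was at 0.937-fold [0.739, 1.19]. The median of these genes with Gzma was 0.50 (percentile 100). It came to -0.08 with the stress-led cluster left out, where Gzmb was at 0.946-fold and Prf1 at 0.948-fold, and to -0.06 under the stricter cell filter. The rule for named genes also took Rufy2, Hist1h1b, Rpe, Ifitm10, Chst12 and Zfp329 as higher, between 1.88-fold and 2.12-fold, and Dnajb1, Nr4a1, Klf6, Dusp1 and the NF-kB inhibitor gene Tnfaip3 as lower, between 3.97-fold and 4.19-fold. Without the proliferation-led cluster Hist1h1b was at 1.09-fold. Ccl1 was 5.88-fold lower and the keratin gene Krt83 4.73-fold lower, but Ccl1 was seen in only 9 Ctrl cells, of which 1 held 40.1% of its UMIs.

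Comparing Oxali with Ctrl asks what oxaliplatin alone left behind in tumor T cells. Naive and memory genes were higher in the Oxali library, with Dapl1 at 1.75-fold [1.52, 2.03], the egress receptor gene S1pr1 at 1.55-fold [1.3, 1.85] and the survival gene Bcl2 at 1.51-fold. Checkpoint and proliferation genes were lower. Among single genes Ifng, which encodes interferon gamma, was 4.25-fold lower, the chemokine genes Ccl3 and Ccl4 4.95-fold and 2.92-fold lower, Ctla4 2.30-fold lower and Ube2c, a ubiquitin-conjugating enzyme gene of mitosis, 1.75-fold lower. Ifng was also lower in aPD-L1 than in Ctrl, and Ccl3 and Ccl4 also lower in Combo than in Ctrl, so these differences were not particular to the Oxali library. Stress genes were lower, with Atf3 17.7-fold lower [10.1, 34.0] and Hspa1a 12.8-fold lower [11.8, 14.0], and at ratios of 0.110 and 0.132 without the stress-led cluster.

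The naive and memory list had a median log2 ratio of 0.32 (percentile 100), with 3 of 18 members higher and 2, Klf2 and Id3, lower. Its median was 0.14 (percentile 97.70) over all barcodes that passed the filter. In the exhaustion and checkpoint list 5 of 21 members were lower and none higher, at a median of -0.31 (percentile 0.01), led by Nr4a1, Rgs16, Nr4a2 and Ctla4. In the proliferation list 7 of 24 members were lower and none higher, at -0.49 (percentile 0), with Cks1b 1.81-fold, Nusap1 1.71-fold and Ccna2 1.70-fold lower. The median was -1.23 without the stress-led cluster. That setting removed 348 of 731 T-like cells of Ctrl but 29 of 929 of Oxali, and so raised the dividing share of Ctrl. The interferon response list stood at 0.18 (percentile 99.95) with 1 of 28 members, Iigp1 at 1.96-fold [1.38, 2.81], higher. It stood at 0.07 (percentile 84.15) over all barcodes and 0.12 (percentile 96.97) without the stress-led cluster. In the effector list 2 of 22 members were higher and 3 lower, at -0.07 (percentile 6.54), a value that passed the call limit at -0.48 under the stricter cell filter, -0.23 over all barcodes and -0.13 without the proliferation-led cluster. The immediate early and stress list stood at -1.60 (percentile 0), with 17 of 21 members lower.

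Gzma was 2.03-fold higher [1.67, 2.48] and Prf1 1.25-fold higher [1.06, 1.47] in Oxali than in Ctrl, while Gzmb was at 0.794-fold [0.735, 0.857] and Tbx21 at 0.825-fold [0.641, 1.06], and the median of this group was 0.02 (percentile 49.96). Without the stress-led cluster Gzmb was at 0.515-fold. The highest ratios belonged to Spp1, which encodes osteopontin, at 7.36-fold [5.92, 9.26] and to the granzyme gene Gzmc at 5.42-fold [3.81, 7.92]. A single cell held 49.9% of the Spp1 UMIs and 47.1% of the Gzmc UMIs of the Oxali library, and over all barcodes the ratios were 0.845 and 0.774. Ifitm1, Zfp329, Ppic, Ifitm10, Chst12 and Zfp260 were higher between 1.98-fold and 2.46-fold, and Dnajb1, Fosb, Hspa1b, Dusp1, Nr4a1, Fos and Klf6 lower between 5.2-fold and 7.23-fold.

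Comparing Combo with Ctrl asks how T cells stood when both agents were given, the treatment the study put forward. Gzmb (ENSMUSG00000015437; GRCm38 chromosome 14, 56258838 to 56262260), a serine protease gene of cytotoxic granules, was at 1218 CPM against 491 in Ctrl, 2.48-fold higher [2.33, 2.64]. Prf1 (ENSMUSG00000037202, chromosome 10, 61297833 to 61304680) was 1.87-fold higher [1.61, 2.17] and Gzma (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981) 2.15-fold higher [1.77, 2.62]. Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553) was 2.93-fold higher [2.55, 3.37]. Naive and memory genes were lower, among them the transcription factor genes Klf2 at 2.88-fold and Bach2 at 2.38-fold.

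Tbx21 (ENSMUSG00000001444, chromosome 11, 97098071 to 97115331) stood at 55.8 CPM in Combo and 45.7 in Ctrl, a ratio of 1.22 [0.971, 1.54] whose interval included 1. The median of Gzmb, Gzma, Prf1 and Tbx21 was 1.00 (percentile 100), with 3 members higher. These genes were picked by the study on these same libraries. With the stress-led cluster left out, Gzmb was 1.59-fold higher. The median log2 ratio of all genes was itself 0.11 in this comparison, and ribosomal protein genes took 29.3% of T-like UMIs in Combo and 33.2% in Ctrl. Read alignment between Gzmb and the neighboring near-identical granzymes Gzmc to Gzmf, and at H2 genes that differ between FVB and the reference strain, is uncertain.

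**Figure D2:**
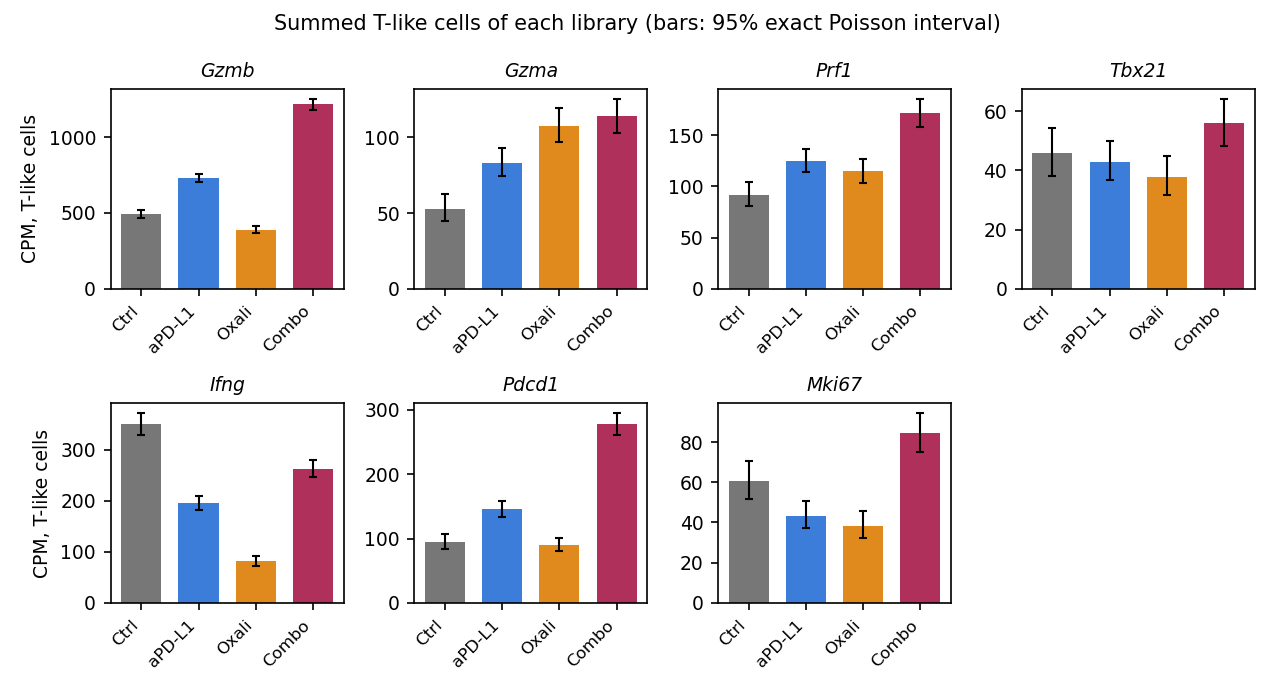
CPM of 7 genes over the summed T-like cells of each library, 1 panel per gene, with bars for the 95% exact Poisson interval. Gzmb reaches 1218 CPM and Pdcd1 277 CPM in Combo, and Ifng is highest in Ctrl at 350 CPM.

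Effector list members were higher in 7 and lower in 2 of 22 cases, at a median log2 ratio of 0.37 (percentile 99.89). Besides the granzymes and Prf1, the members higher were Cx3cr1, a chemokine receptor of effector cells, at 2.38-fold, Nkg7 at 1.65-fold and Tnf at 1.56-fold, and those lower were Ccl3 and Ccl4. Cx3cr1 was at 0.706 over all barcodes, and Gzmc, at 1.87-fold, came to 0.603 with the top cell of each library left out. The effector median was 0.16 (percentile 73.28) over all barcodes, 0.17 (percentile 88.64) under the stricter cell filter and 0.27 (percentile 97.70) without the stress-led cluster. The exhaustion and checkpoint list stood at 0.47 (percentile 100) with 9 of 21 members higher, including Havcr2 at 2.45-fold, Entpd1 at 2.35-fold, Lag3 at 2.18-fold and Cd160 at 1.97-fold. The 4 members lower were Nr4a1, Nr4a2, Nr4a3 and Rgs16, which are induced by T-cell receptor signals, and as a mean of log2 ratios the list stood at 0.28 (percentile 97.74). The naive and memory list stood at -0.71 (percentile 0), with 11 of 18 members lower and 1, Bcl2 at 1.57-fold, higher, and was -0.37 on thinned cells and -0.47 without the stress-led cluster. Id3 was 3.47-fold and Satb1 2.14-fold lower, and Ccr7, Tcf7, Lef1 and Il6ra were lower too. The interferon response list stood at 0.48 (percentile 100), with 11 of 28 members higher, led by Ly6a at 2.50-fold [2.33, 2.68], Iigp1 at 2.23-fold and Ifit3 at 1.92-fold [1.65, 2.24].

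Proliferation genes were higher in 13 of 24 cases and lower in none, at 0.63 (percentile 100), with the mitotic cyclin gene Ccnb1 at 2.22-fold [1.5, 3.37] and Ube2c at 2.14-fold [1.81, 2.54]. The median was 0.28, inside the random range, without the proliferation-led cluster and -0.18 (percentile 0) without the stress-led cluster. The first setting removes the dividing cells themselves, and the second removes 348 of 731 T-like cells of Ctrl but 28 of 818 of Combo and so raises the dividing share of Ctrl, so neither tests the direction within cells. Without the proliferation-led cluster Ccnb1 was at 0.68 and Ube2c at 0.849. Immediate early and stress genes were lower in 17 of 21 cases, at -1.74 (percentile 0), with Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156) 13.2-fold lower [12.2, 14.5] and Fos 5.94-fold lower [5.31, 6.66], and at ratios of 0.123 and 0.326 without the stress-led cluster. The p53 and DNA damage list stood at -0.19 (percentile 0.05), with Gadd45a, Plk2, Gadd45b, Sesn1 and Btg2 lower and Phlda3 2.91-fold higher, and at -0.05, inside the random range, over all barcodes. The tissue residency list was at -0.00 (percentile 11.12), with Litaf, P2rx7 and Cxcr6 higher and Rgs1 and Rgs2 lower, and stood at 0.63 (percentile 100) without the stress-led cluster and at 0.37 (percentile 99.84) over all barcodes.

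The highest ratio belonged to Ifitm1, an interferon-induced membrane protein gene, at 6.53-fold [5.19, 8.30], seen in 56 Combo and 9 Ctrl T-like cells. A single Ctrl cell held 54.2% of its UMIs there, and without the top cell of each library Ifitm1 was 12.7-fold higher. Socs2, a suppressor of cytokine signaling, was 4.2-fold higher [2.59, 7.16], S100a6 2.77-fold higher [2.60, 2.96] and the galectin gene Lgals3 2.77-fold higher [2.52, 3.05]. Over all barcodes Socs2 was at 1.95-fold and Lgals3 at 1.03-fold, and Spp1 and Ifitm3, at 3.64-fold and 2.78-fold in T-like cells, came to 0.691 and 0.654. Marker genes of macrophages took 0.0931% of the UMIs of T-like cells in Combo and 0.0713% in Ctrl. At least 3 such UMIs were held by 33.9% [30.6, 37.2] of T-like barcodes in Combo and 25.4% [22.3, 28.8] in Ctrl. T-like barcodes were therefore not free of macrophage RNA. Its part in these ratios, and in those of effector and checkpoint list members such as Cx3cr1, Havcr2 and Entpd1, was not tested. The linker histone gene Hist1h1b of dividing cells was 2.53-fold higher [2.11, 3.04], and 1.31-fold higher without the proliferation-led cluster. Chst12 and Serpinb6b were higher at 2.64-fold and 2.59-fold, and Atf3, Dnajb1, Hspa1b, Nr4a1, Dnajb9, Dusp1, Klf6 and Jun were lower between 4.04-fold and 12.3-fold.

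**Figure D3:**
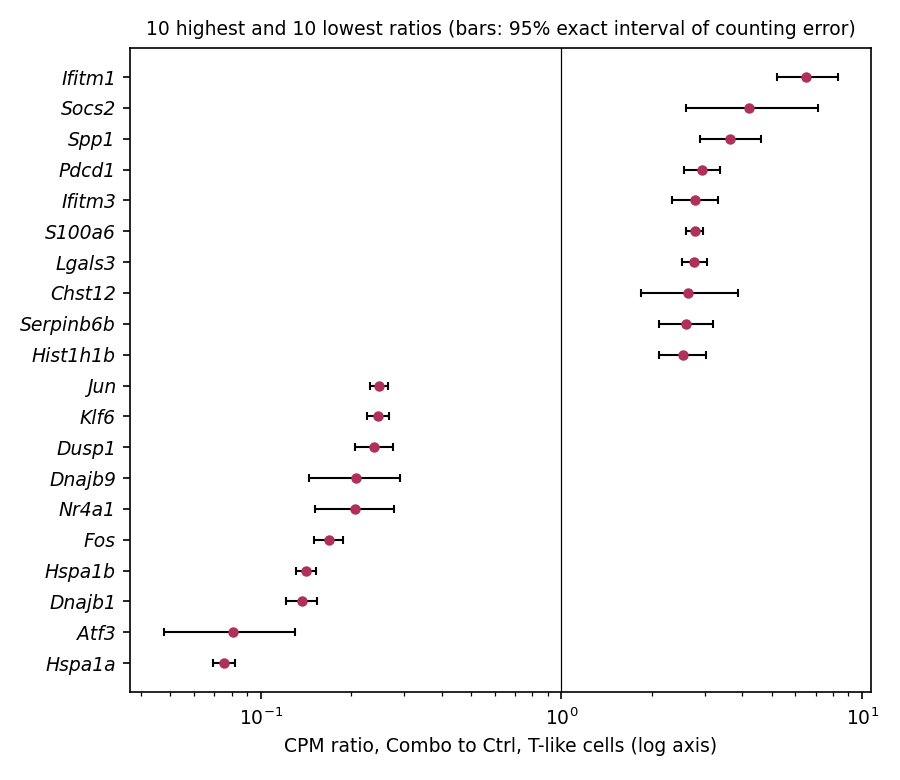
CPM ratio of Combo to Ctrl on a log axis for the 10 genes with the highest and the 10 with the lowest ratio among genes with enough UMIs, with bars for the 95% exact interval of counting error. Ifitm1 lies highest at 6.53-fold, and the lowest points are heat shock and immediate early genes, with Hspa1a 13.2-fold and Atf3 12.3-fold lower in Combo.

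Comparing Combo with aPD-L1 asks what oxaliplatin added to the antibody. Checkpoint, cell-cycle and residency genes were higher in the Combo library, with Pdcd1 at 1.90-fold [1.71, 2.11], the inhibitory receptor gene Lag3 at 1.64-fold [1.37, 1.96], Ccnb1 at 3.41-fold [2.27, 5.26] and Itgae, the integrin that binds E-cadherin, at 1.64-fold [1.24, 2.17]. Gzmb was 1.67-fold higher [1.59, 1.76] and Gzmk 2.14-fold higher [1.52, 3.06]. Among naive and memory genes, Dapl1 was 2.23-fold lower. Ifitm1 was 5.64-fold higher [4.68, 6.83] and Cdkn1a, which encodes the cell-cycle inhibitor p21, 2.70-fold higher.

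In the exhaustion and checkpoint list 7 of 21 members were higher and none lower, at 0.55 (percentile 100), among them Entpd1, Cd160 and Ctla4. Naive and memory genes stood at -0.68 (percentile 0), with 12 of 18 members lower and none higher. The effector list stood at 0.41 (percentile 100), with 4 of 22 members higher and 2, Ccl3 and Ccl4, lower. Proliferation genes stood at 0.62 (percentile 100), with 13 of 24 members higher, Nusap1 at 2.95-fold and Tpx2 at 2.50-fold among them, but at 0.18 (percentile 81.81) without the proliferation-led cluster, where Tpx2 was at 0.801 and Ube2c at 1.04. The tissue residency list stood at 0.52 (percentile 100), with Litaf, Xcl1, P2rx7, Itgae and Rgs1 higher among 12 members. The interferon response list was at 0.19 (percentile 98.95), just inside the call limit, with Rsad2, Mx1, Ifit1 and Ly6a higher, and it passed the limit under 5 of the other settings. Glycolysis genes stood at 0.30 (percentile 99.94), with Hk1 at 1.54-fold and the glucose transporter gene Slc2a1 at 1.5-fold, and at 0.14, inside the random range, over all barcodes. The stress list stood at -0.24 (percentile 0), with Hspa1a 2.60-fold lower.

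Prf1 and Gzma were both 1.37-fold higher in Combo than in aPD-L1, Tbx21 was at 1.3-fold [1.05, 1.61], and the median of the genes named by the study was 0.45 (percentile 99.82). It was 0.38 (percentile 97.78) on thinned cells. Further genes taken as higher were Krt83, Spp1, Ube2c, Napsa and Cdca3, between 2.51-fold and 3.94-fold, and as lower Gzmm, Igfbp4, Cmah, Satb1, Il6ra and Ccl3, between 2.13-fold and 2.56-fold. Spp1 was at 0.801 over all barcodes, and Ccl3 was 1.83-fold higher without the proliferation-led cluster. Ccl1 was 5.44-fold higher, in 25 Combo against 12 aPD-L1 cells. The ratio of Gzmc was 2.79, and 0.756 with the top cell of each library left out.

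Comparing Combo with Oxali asks what the antibody added to the chemotherapy. Gzmb was 3.12-fold higher [2.94, 3.32] in Combo, Pdcd1 3.08-fold higher [2.70, 3.51], Lag3 2.97-fold higher [2.37, 3.74] and Ifng 3.20-fold higher [2.80, 3.67]. Ube2c (ENSMUSG00000001403, chromosome 2, 164769898 to 164778822) was 3.74-fold higher [3.09, 4.56] and the division marker Mki67 2.20-fold higher. Naive and memory genes were lower, with Dapl1 at 3.21-fold [2.72, 3.8] and the lymph node homing receptor gene Ccr7 at 2.50-fold [2.14, 2.93]. A single Combo cell held 45.1% of the Ifng UMIs, and without the top cell of each library Ifng was 2.05-fold higher.

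Proliferation genes had 20 of 24 members higher and none lower, at a median log2 ratio of 1.16 (percentile 100), and at 0.52 without the proliferation-led cluster. In the exhaustion and checkpoint list 13 of 21 members were higher and none lower, at 0.73 (percentile 100), among them Havcr2 at 2.60-fold, Ctla4 at 2.44-fold and Tox, a transcription factor of exhausted cells, at 1.80-fold. The naive and memory list stood at -1.02 (percentile 0), with 13 of 18 members lower and none higher. The effector list stood at 0.58 (percentile 100), with 10 of 22 members higher, including Ccl3, Tnf, Id2 and Prdm1, and 1, Gzmc, lower. The interferon response list stood at 0.31 (percentile 99.99) with Ly6a, Rsad2, Mx1 and Ifi27l2a higher, and the tissue residency list at 0.48 (percentile 99.97) with P2rx7 at 2.32-fold, Litaf at 2.17-fold and Cxcr6 at 1.75-fold. Prf1 was 1.5-fold higher, Tbx21 1.48-fold [1.18, 1.86] and Gzma 1.06-fold, for a median of 0.57 (percentile 99.83). Further genes taken as higher were Socs2, S100a4 at 3.36-fold [3.02, 3.73], Tmem176b, Arsb, Cenpf and Cdca3, and as lower Cmah, Tdrp, Sidt1, Il6ra, Rflnb and Cd55. Gzmc was 2.89-fold lower, with 77.6% of its Combo UMIs in 1 cell. Cenpf was at 0.488 and Cx3cr1, 2.21-fold higher in T-like cells, at 0.835 under other choices of cells, the first without the proliferation-led cluster and the second over all barcodes.

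**Figure D4:**
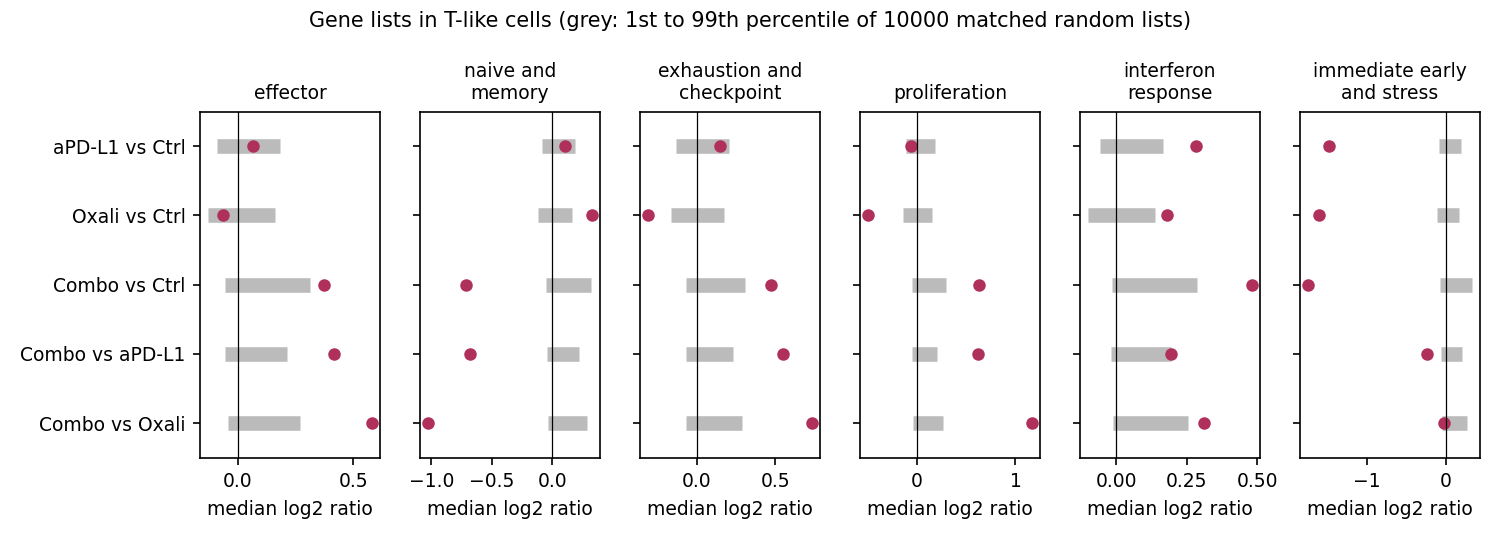
Median log2 ratio in T-like cells of 6 gene lists in the 5 comparisons, with points for the list and grey bars for the range from the 1st to the 99th percentile of 10000 matched random lists. In the Combo vs Oxali line the naive and memory list lies at -1.02 and the proliferation list at 1.16. The stress list lies at -1.48 or below in each comparison with Ctrl, below the random range at -0.24 in Combo vs aPD-L1, and inside it at -0.03 in Combo vs Oxali.

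Comparing the combination with the sum of both single treatments asks which lists stood away from simple addition on the log2 scale. Proliferation genes exceeded the sum by 1.24 (percentile 100), exhaustion and checkpoint genes by 0.74 (percentile 100), tissue residency genes by 0.90 (percentile 100) and effector genes by 0.52 (percentile 100). Naive and memory genes stood at -0.89 (percentile 0) against the sum, and interferon response genes, at 0.03 (percentile 26.10), stood near it. Glycolysis genes exceeded the sum by 0.39 (percentile 99.84), and ribosomal protein genes stood at -0.25 (percentile 0). The genes the study named, at 0.40 (percentile 95.77), stayed inside the random range. The proliferation value was 0.36 (percentile 95.13) without the proliferation-led cluster, and the residency value 0.43 (percentile 98.85) without the stress-led cluster. Because Ctrl enters this sum at full weight, the stress list, lower in all 3 treated libraries, also exceeded it, by 1.5 (percentile 100).

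Among T-like cells thinned to 1500 UMIs, Gzmb was seen in 19.2% [16.4, 22.3] of Ctrl, 20.8% of aPD-L1, 15.4% of Oxali and 27.5% [24.4, 30.8] of Combo cells. Pdcd1 was seen in 8.19% [6.28, 10.5] of Ctrl, 10.9% of aPD-L1, 8.26% of Oxali and 23.3% [20.4, 26.5] of Combo cells. Tcf7, a transcription factor gene of naive and memory cells, was seen in 24.9%, 22.8%, 27.2% and 15.5% in the same order. Shares for Gzma were 2.68%, 3.75%, 3.47% and 5.08%, for Prf1 9.18%, 12.8%, 11.5% and 15.4%, and for Tbx21 4.66%, 6.49%, 3.95% and 8.34%. Ifng was seen in 25.7% of Ctrl, 10.4% of aPD-L1, 7.07% of Oxali and 13.2% of Combo cells. Gzmk was seen in 5.93%, 1.52%, 4.43% and 3.52% in that order, and Mki67 in 2.40% [1.40, 3.82], 3.25%, 2.40% [1.47, 3.68] and 3.39% [2.23, 4.93], with overlapping intervals for Combo, Ctrl and Oxali. As background, in the unnamed cluster with Krt7 and Sparc, Gzmb, Gzma, Gzmk, Prf1, Tbx21, Tcf7 and Ifng were each seen in 0 of 45 thinned cells, which allows up to 7.87%, Pdcd1 in 4.44% [0.543, 15.1] and Mki67 in 2.22% [0.0562, 11.8]. Before thinning the median depth was 2140 UMIs in that cluster and 2930, 2724, 2697 and 3168 UMIs in the T-like cells of Ctrl, aPD-L1, Oxali and Combo. The shares of Gzma, Gzmk and Mki67 in every library, of Tbx21 in all but Combo and of Ifng in Oxali lay under the upper limits from that cluster, as did those of Pdcd1 in all but Combo. These limits reflect the 45 cells and do not show that such shares are background. Whether Pdcd1 and Mki67 in that cluster are background or its own expression was not tested.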

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

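Of the tests below, those on the stress list in barcodes with few T marker UMIs, on T-cell transcripts in macrophage-like barcodes, and on stressed cells and cluster makeup in the Combo comparison were chosen only after the result was seen.

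Oxaliplatin went with opposite list values without and with anti-PD-L1. With 1 library per group these differences were not tested across replicates, and among random lists the same contrast, taken per gene, is the departure from the sum. The naive and memory list stood at 0.32 for Oxali vs Ctrl and at -0.68 for Combo vs aPD-L1, a difference of -1.01, and its departure was -0.89 (percentile 0). The exhaustion and checkpoint list stood at -0.31 and 0.55, a difference of 0.86, with a departure of 0.74 (percentile 100). The proliferation list stood at -0.49 and 0.62, a difference of 1.11, with a departure of 1.24 (percentile 100), or 0.36 (percentile 95.13) without the proliferation-led cluster. The tissue residency list stood at -0.26 for aPD-L1 vs Ctrl and at 0.48 for Combo vs Oxali, a difference of 0.73 between anti-PD-L1 without and with oxaliplatin, with a departure of 0.90 (percentile 100), or 0.43 (percentile 98.85) without the stress-led cluster. In that setting the residency value for aPD-L1 vs Ctrl was positive, as given above, so its negative sign did not hold. Outside the T-like cells, Combo stood above Ctrl in CD4 T-like cells at 3.23% against 0.768%, in NK-like cells at 5.18% against 0.960% and in gamma-delta T-like cells at 3.57% against 0.864%. Cd8a was seen in 63.0%, 66.4% and 67.0% of these classes in that order, so their names are uncertain. Interferon response genes in macrophage-like barcodes stood at 0.19 (percentile 99.59) in aPD-L1 vs Ctrl, but these barcodes held 1.15 times the T marker UMIs of T-like barcodes, where the list stood at 0.28 (percentile 100).

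Immediate early and heat shock genes such as Hspa1a, Atf3 and Fos were higher in the T-like cells of Ctrl. A planned test on macrophage-like and dendritic-like barcodes gave medians of log2 Ctrl to the mean of the others of 1.55 and 1.62. Most of these barcodes hold T marker UMIs, so it was replaced, after its result was seen, by barcodes with fewer than 3 of them. In dendritic-like barcodes part of these UMIs need not be T-cell RNA, as Cd8a was seen more often than Cd3e in the Siglech cluster. Activation confined to T cells is argued against, within these libraries, by dendritic-like barcodes with fewer than 3 T marker UMIs, at 1.71. These numbered 16 in Ctrl, 8 in aPD-L1, 5 in Oxali and 15 in Combo, and resampling them gave a lower limit of 0.83. That limit covers the draw of cells and not differences between libraries. The same limit argues against T-cell RNA as the source in these dendritic-like barcodes with few T marker UMIs. The macrophage-like ones, 11 of them from Ctrl, stood at 0.43 with limits of 0.015 and 1.42, too few to decide, so for macrophage-like barcodes T-cell RNA and a difference of the macrophages cannot be told apart. Handling of the Ctrl tube, which needs both classes to show the list, stays undecided at that 0.43, as does a difference in the untreated tumor itself, with 1 Ctrl library. The unnamed cluster, with 9 barcodes from Ctrl, stood at 0.66 with limits of -0.13 and 1.41 and does not decide it either. Mitochondrial genes took 4.15% of T-like UMIs in Ctrl and 3.04%, 3.39% and 2.73% in aPD-L1, Oxali and Combo, which bears on every comparison with Ctrl.

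Macrophage-like barcodes carried T-cell transcripts, with at least 3 T marker UMIs in 94.2% [92.3, 95.7] of 773 barcodes and Cd3e in 41.7% [38.1, 45.3] after thinning. Free RNA is argued against by the unnamed cluster with Krt7 and Sparc, where Cd3e was in 0 of 45 thinned barcodes, which allows up to 7.87%. Random capture of a pair of cells is argued against by the same cluster, where 4.48% of 67 barcodes, with an upper limit of 12.5%, held that many T marker UMIs, unless clustering moved its paired barcodes elsewhere. Mean T marker UMIs in macrophage-like barcodes were 1.15 times those in T-like barcodes, as a whole T cell attached to or taken up by a macrophage would give, and a CD3 and CD8 gate would keep such pairs and remove lone macrophages, so this remains a candidate explanation. Whether the cells were joined in the tumor or during dissociation stays open.

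Effector, checkpoint and proliferation lists were higher in Combo than in Ctrl, at 0.37, 0.47 and 0.63. Deeper Combo cells are argued against, since on thinned cells the lower of the proliferation and checkpoint percentiles was 99.55. Without the stress-led cluster and the stress list, checkpoint kept 0.37 (percentile 99.84), so the cells of that cluster alone do not account for it. In that setting effector stood at 0.26 (percentile 97.36) and proliferation at -0.19. The setting removed 348 of 731 T-like cells of Ctrl but 28 of 818 of Combo. Hspa1a and Fos also stayed lower in Combo than in Ctrl without that cluster. Stress in the remaining Ctrl cells was therefore not tested, and stressed Ctrl cells remain a candidate explanation for the effector and checkpoint parts. A first test with an equal mix of the original T-like clusters gave percentiles of 19.52, 50.51 and 77.07, and because those clusters rest on the same genes it was replaced, after its result was seen, by clusters built without them, where effector stood at 0.12 (percentile 66.63), checkpoint at 0.21 (percentile 95.92) and proliferation at 0.00 (percentile 11.56). Genes outside the lists that vary with them can rebuild the same states in those clusters. Cluster sizes were also uneven, with 139 Ctrl but 7 Combo cells in a cluster. The test therefore shows only that these list values went with the clusters. It cannot tell a different makeup of T-cell states in Combo from a change within cells. An effect of the combined treatment on that makeup stays open and untested, with 1 library per group.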

How the results depend on the processing

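The settings without the stress-led cluster, without stress genes, with all lymphocyte classes together and without the top cell of each library were chosen after seeing the data. Over 18 settings, 428 values of the lists of first rank kept their call or stayed without one, 12 became calls, 9 lost them and 1 reversed. For the other lists these counts were 994, 36, 37 and 8, and for departures from the sum 291 kept, 8 became calls and 6 lost them. Of gene ratios, run under 6 settings, 1911 stayed within their intervals, 425 moved and 22 reversed. Naive and memory genes lower in Combo in all 3 of its comparisons, and effector and checkpoint genes higher in Combo than in aPD-L1 or Oxali, kept their calls in all 18. A value without a call could still cross the random median, as checkpoint in aPD-L1 vs Ctrl did, from 0.15 (percentile 94.28) to -0.17 (percentile 1.08) without the stress-led cluster. Values of the lists of first rank that did not hold, and the reversals counted here, which for ratios take in called ratios only, follow, and the cause was not tested.

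Over all barcodes that passed the filter, effector stood at -0.23 in Oxali vs Ctrl and 0.16 in Combo vs Ctrl, naive and memory at 0.14 and interferon response at 0.074 in Oxali vs Ctrl, tissue residency at 0.37 in Combo vs Ctrl and oxidative phosphorylation at -0.053 in Combo vs Oxali. Ratios turned there for Ccr9 (Combo vs Oxali 1.45, Oxali vs Ctrl 0.728, aPD-L1 vs Ctrl 0.539), Cdkn1a (Combo vs Oxali 0.829), Cx3cr1 (Combo vs Ctrl 0.706, vs Oxali 0.835, vs aPD-L1 0.468), Gzmc (Oxali vs Ctrl 0.774), Ifitm3 (Combo vs Ctrl 0.654) and Spp1 (Combo vs Ctrl 0.691, vs aPD-L1 0.801, Oxali vs Ctrl 0.845). That setting sums all cell classes, whose shares differed between libraries. Macrophage and monocyte-like cells were 18.8% of Ctrl and 10.1% of Combo, and dendritic-like cells 7.58% of Ctrl and 2.18% of aPD-L1. A turn there therefore need not be a change within T-like cells. With the stricter cell filter, effector stood at -0.48 in Oxali vs Ctrl and 0.17 in Combo vs Ctrl, interferon response at 0.20 in Combo vs aPD-L1, ribosomal proteins at 0.14 in aPD-L1 and 0.13 in Oxali vs Ctrl, and in aPD-L1 vs Ctrl naive and memory at 0.18, proliferation at -0.34 and the genes the study named at -0.060. T-like cells were then 62.0% of Ctrl, 71.0% of aPD-L1, 71.0% of Oxali and 65.8% of Combo. With no cell filter they were 63.4%, 67.8%, 66.6% and 61.3%, and at resolution 2 they were 63.8% of Combo.

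Without the proliferation-led cluster, effector stood at -0.13 in Oxali vs Ctrl, proliferation at 0.28 in Combo vs Ctrl and 0.18 in Combo vs aPD-L1, and interferon response at 0.26 in Combo vs aPD-L1. Ratios turned there for Ccl3 (Combo vs aPD-L1 1.83), Gzmc (Combo vs aPD-L1 0.778), Ccnb1 (Combo vs Ctrl 0.68), Cenpf (Combo vs Ctrl 0.309, vs Oxali 0.488), Tpx2 (Combo vs Ctrl 0.566, vs aPD-L1 0.801) and Ube2c (Combo vs Ctrl 0.849). Without the stress-led cluster, effector stood at 0.27 and proliferation at -0.18 in Combo vs Ctrl, interferon response at 0.12 in Oxali vs Ctrl, tissue residency at 0.13 in aPD-L1 and 0.63 in Combo vs Ctrl, and in aPD-L1 vs Ctrl naive and memory at 0.29, proliferation at -0.85 and the genes the study named at -0.082, with Nfkbiz at 1.04 in Combo vs Ctrl. Among ratios below the fold limit for a call, Gzmb and Prf1 in aPD-L1 vs Ctrl stood there at 0.946 and 0.948. Without the top cells, Gzmc was at 0.756 in Combo vs aPD-L1 and, outside these counts, at 0.603 in Combo vs Ctrl. Interferon response in Combo vs aPD-L1 stood at 0.10 with median-of-ratios factors, 0.20 with per-cell means and 0.20 with the gene filter of 100 UMIs, and checkpoint in Combo vs Ctrl at 0.28 as a mean of log2 ratios.

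Among the lists not of first rank, 1, the stress list, was called in Oxali vs Ctrl as reported. That count was 2 with no cell filter, without the proliferation-led cluster, with median-of-ratios factors, with per-cell means and with gene filters of 100 and 1 UMIs, 3 over all barcodes, with the Cd8 gate and on thinned cells, and 4 with the stricter filter, as a mean of log2 ratios and without the stress-led cluster. In Combo vs Oxali 6 such lists were called as reported and 3 on thinned cells. No paired analysis was possible because each group held 1 library, and for the same reason no replicate could be left out in turn. Depth limited genes near the floor of 3 UMIs, and the few thinned cells of the unnamed cluster could not set a background for shares below 7.87%.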

Other observations

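Of the values below, the receptor segments and the lists in macrophage-like and dendritic-like cells were chosen only after the data were seen. Ribosomal protein genes were lower in the T-like cells of Combo than in every other library, with medians of -0.18 (percentile 0.12) against Ctrl, -0.23 (percentile 0) against aPD-L1 and -0.25 (percentile 0) against Oxali. Rpl4, Rps6 and Rpl5 were lower by at least 1.5-fold against Ctrl. The nucleolus and ribosome biogenesis list followed at -0.18 (percentile 0.03), -0.17 (percentile 0.01) and -0.12 (percentile 0.08), with no single member called, but lay inside the random range at -0.02 without the proliferation-led cluster for Ctrl and at -0.01 on thinned cells for Oxali. For aPD-L1 and Oxali against Ctrl, ribosomal proteins stood at 0.05 and 0.04 and the nucleolus list at -0.01 and -0.06. Glycolysis genes stood at 0.31 (percentile 99.33) in Combo vs Oxali, 0.23 (percentile 79.48) in Combo vs Ctrl, -0.07 in aPD-L1 and -0.09 in Oxali vs Ctrl, and oxidative phosphorylation genes at 0.26, 0.09, 0.16, 0.09 and 0.10 in Combo vs Ctrl, Combo vs aPD-L1, Combo vs Oxali, aPD-L1 vs Ctrl and Oxali vs Ctrl, with no member called.

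MHC-I antigen processing, which includes the peptide-loading gene Pdia3 at 1.60-fold [1.46, 1.77] in Combo vs Ctrl, stood at 0.28 (percentile 94.77) there, 0.16 (percentile 91.64) in Combo vs aPD-L1, 0.30 (percentile 99.54) in Combo vs Oxali, where it lost the call in 6 settings, 0.15 in aPD-L1 and 0.06 in Oxali vs Ctrl. The NF-kB and p300/CBP list was at -0.14 (percentile 0.15) in Combo vs Ctrl, with Tnfaip3, Nfkbia and Nfkbiz lower, and at -0.07 in aPD-L1 vs Ctrl, 0.01 in Oxali vs Ctrl, 0.06 in Combo vs aPD-L1 and 0.10 in Combo vs Oxali. With the stress-led cluster left out, the same list in Combo vs Ctrl was at 0.03 and Nfkbiz at 1.04. Trafficking and chemokine receptors stood at 0.11, 0.17, 0.24, 0.19 and 0.25 in aPD-L1, Oxali and Combo vs Ctrl, Combo vs aPD-L1 and Combo vs Oxali, inside the random range, with the inflammatory receptor gene Ccr2 2.00-fold higher and S1pr1 2.12-fold lower in Combo than in Oxali. T-cell receptor signaling genes stood at -0.06, -0.02, 0.17, 0.12 and 0.15 in that order, with the costimulatory gene Icos 1.59-fold and Nfatc2 2.03-fold higher in Combo than in Oxali. The p53 and DNA damage list stood at -0.20 (percentile 1.14) in Oxali vs Ctrl, 0.01 in Combo vs aPD-L1 and 0.15 in Combo vs Oxali, where Cdkn1a was 2.44-fold higher, against 0.829 over all barcodes. The tissue residency list stood at -0.17 (percentile 2.01) in Oxali vs Ctrl, and the stress list at -0.03 (percentile 2.70) in Combo vs Oxali.

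Macrophage-like and dendritic-like barcodes held T marker UMIs, at least 3 in 94.2% and 81.5% of them, so the list values below may not be those of myeloid cells alone. In the dendritic-like cluster with Siglech, Cd8a was seen in 79.7% and Cd8b1 in 75.2%, but Cd3e in 36.0% and Trac in 37.4%. Part of its T marker UMIs therefore need not come from T cells. Stress genes stood at -1.03, -1.25 and -1.83 in aPD-L1, Oxali and Combo vs Ctrl in macrophage-like barcodes, and at -1.25, -1.82 and -1.80 in dendritic-like barcodes. Proliferation genes in macrophage-like barcodes stood at -0.96 (percentile 0) in Oxali and -0.34 (percentile 0.18) in Combo vs Ctrl. Interferon response genes in dendritic-like barcodes stood at 0.30 (percentile 99.98) in Combo vs Oxali. Effector genes in macrophage-like barcodes stood at -0.30, -0.38 and -0.43 in aPD-L1, Oxali and Combo vs Ctrl and at 0.43 (percentile 100) in Combo vs Oxali.

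Of the marker lists, T markers named 8 clusters, macrophage and monocyte markers 2, dendritic markers 2, and CD4 T, gamma-delta T and NK markers 1 each. Shares of all UMIs of kept cells in Ctrl, aPD-L1, Oxali and Combo were 0.743%, 0.921%, 0.833% and 0.983% for T markers, 0.675%, 0.634%, 0.516% and 0.451% for macrophage and monocyte markers, and 0.441%, 0.253%, 0.367% and 0.353% for dendritic markers. NK markers took 0.0385%, 0.0284%, 0.0339% and 0.0559%, CD4 T markers 0.0194%, 0.0156%, 0.0157% and 0.0349%, and gamma-delta T markers 0.00824%, 0.0135%, 0.00987% and 0.0171% in the same order. Neutrophil, B, plasma, epithelial tumor, fibroblast, endothelial, erythroid, and mast and basophil markers named no cluster. Their shares in Combo were 0.00216%, 0.0193%, 0.0107% and 0.0174% for the first 4 of these, and in Ctrl 0.00863%, 0.0166%, 0.00682% and 0.0177%. Endothelial markers took 0.00477% of Ctrl and 0.00449% of Combo, and fibroblast, erythroid and mast cell markers at most 0.00142%, 0.000526% and 0.000181% of a library. The unnamed cluster of 67 cells carried Krt7, Cldn3 and Sparc.

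A Trbv segment of the T-cell receptor beta chain was seen in 3.97% of Ctrl, 6.56% of aPD-L1, 7.86% of Oxali and 7.95% of Combo T-like cells. Reads near the 3' end may rarely reach it, but the cause of these shares was not tested. Among cells with a segment, Trbv3 held the most segment UMIs in 27.7% [17.3, 40.2] of cells in Combo and 13.8% [3.89, 31.7] in Ctrl, with overlapping intervals.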
